# YTHDC1 Promotes Stemness Maintenance and Malignant Progression in Head and Neck Squamous Cell Carcinoma

**DOI:** 10.1155/2022/7494354

**Published:** 2022-11-12

**Authors:** Junquan Weng, Haidong Fan, Huijuan Liu, Su Tang, Yuyan Zheng

## Abstract

**Background:**

YTH domain containing 1 (YTHDC1), an N6-methyladenosine (m6A) modification reading protein, plays a key role in regulating RNA translation and degradation. However, the role of YTHDC1 in head and neck squamous cell carcinoma (HNSCC) cancer stem cells remains largely unknown. This study is aimed at investigating the role of YTHDC1 in HNSCC and exploring its role in regulating cancer stem cells.

**Methods:**

RNA sequencing was used to detect differentially expressed genes (DEGs) between SCC9 spheres and SCC9 cells and to uncover molecular pathways and target molecules associated with CSCs. We detected YTHDC1 expression in The Cancer Genome Atlas (TCGA) database data and clinical samples. Subsequently, YTHDC1 gene suppression assays were performed in HNSCC cell lines to investigate the effect of YTHDC1 on tumor cell stemness maintenance, proliferation, and migration capacity. To further confirm the role of YTHDC1 in regulating cancer stem cells in HNSCC, we analyzed online HNSCC single-cell transcriptomic data to investigate YTHDC1 expression patterns at the single-cell level and the correlation of these levels with the expression of stem cell markers.

**Results:**

YTHDC1 expression levels were significantly upregulated in SCC9 spheres, and YTHDC1 was aberrantly expressed in HNSCC tumor tissues. The increased YTHDC1 expression was closely correlated with the clinical characteristics of HNSCC patients. YTHDC1 regulates the malignant phenotype of HNSCC in both *in vivo* and *in vitro* studies. Further single-cell transcriptomic data analysis revealed that YTHDC1 positively correlated with malignant epithelial cell stemness capacity at the single-cell level, and that YTHDC1 was involved in regulating stemness maintenance in HNSCC.

**Conclusions:**

These findings suggest that YTHDC1 may serve as a biomarker for stem maintenance and malignant progression in HNSCC, providing new insights into the treatment of cancer.

## 1. Introduction

Head and neck squamous cell carcinoma (HNSCC) is a group of heterogeneous malignancies of the upper aerodigestive tract, salivary glands, and thyroid gland [1]. Each year, 830,000 people worldwide are diagnosed with head and neck malignancies, and 430,000 die as a result of the disease [2]. Head and neck squamous cell carcinoma accounts for 90% of all head and neck tumors, and these tumors are found in a variety of locations. Approximately 75% of HNSCC cases are associated with tobacco and alcohol usage, whereas a small percentage are caused by human papillomavirus (HPV) infection [3, 4]. The local control rate and quality of life of HNSCC patients have improved due to the development and advancement of surgery and comprehensive treatment, but the overall survival rate has not improved significantly in recent decades, and approximately half of patients die within 1 to 5 years. Thus, the 5-year survival rate remains low primarily due to tumor recurrence or metastasis [1]. Recurrent or metastatic HNSCC is often not amenable to surgical treatment and poorly titrated. Therefore, there is a pressing need to discover novel and effective treatments.

The mechanisms of drug tolerance and metastasis progression must be clarified to establish more effective treatment options. Mounting data indicate that cancer stem cells (CSCs), which are also known as cancer initiating cells, are correlated with cancer initiation [5, 6], progression [6], metastasis [7], resistance to cancer therapy, and recurrence [8, 9]. The stimulation of developmental signaling pathways is the key mechanism through which stem cells develop these malignant characteristics. Classic stem cell signaling pathways, including Oct4, Sox2, Wnt, and Notch, are frequently abnormally elevated in cancer cells [10], allowing tumors to self-renew and proliferate *in vivo*. Functionally, stem cell activation signals could be enriched in cancer stem cells (CSCs), which are linked to resistance to traditional treatment induction of epithelial-mesenchymal transition (EMT). For example, tumor stem cells can upregulate CD47 (“do not eat me”) and PD-L1 (“do not kill me”) signaling, limiting T-cell and macrophage infiltration inside the tumor *in vivo* [11]. CD103-positive tumor stem cell exosomes induce tumor EMT and tumor metastasis in renal clear cell carcinoma [12]. Thus, stem cell signaling is a crucial target for therapy because it drives the core malignant hallmarks of disease development and recurrence.

As a key nuclear m6A reader, YTHDC1 is primarily located in the nucleus and is required for pre-mRNA splicing [13], RNA export [14], and mRNA destabilization [15]. YTHDC1 has recently been discovered to have an important function in stem cells and cancer progression. Chen et al. revealed that YTHDC1 regulates mouse embryonic stem cell self-renewal by recognizing m6A-modified LINE1 RNA [16]. Furthermore, YTHDC1 binds to METTL3 and facilitates METTL3 binding to chromatin in embryonic stem cells, maintaining heterochromatin integrity during mammalian development [17]. Of note, in non-small-cell lung cancer, YTHDC1 increases mRNA stability and mediates immune escape from CD8^+^ T-cell-mediated killing by downregulating PD-L1 ubiquitination and subsequent proteasomal degradation [18]. YTHDC1 facilitates the cytoplasmic export of m6A-modified circHPS5 and downregulates the HMGA2 expression, thereby accelerating hepatocellular carcinoma tumorigenesis [19]. Another study found that YTHDC1 promotes m6A-modified circNSUN2 cytoplasmic export and stabilizes HMGA2 mRNA to promote liver metastasis progression in colorectal cancer [20]. However, the role of HNSCC tumor stem cells remains largely unknown.

In this study, we first compared the transcriptome expression changes between SCC9-derived cancer stem cell-like cells (SCC9 spheres) and the SCC9 cell line using RNA sequencing technology. The YTHDC1 expression was abnormally elevated in SCC9 spheres according to the results. Subsequent data from TCGA database and patient samples indicated that YTHDC1 was significantly elevated in HNSCC tumors and correlated with clinical features. Specific reduction of the YTHDC1 expression in HNSCC cell lines significantly inhibited cell stemness, migration, and proliferative capacity. Further single-cell transcriptomic analysis confirmed that YTHDC1 promoted HNSCC development through regulation of CSCs. Altogether, this study reveals an undetermined role for YTHDC1 in HNSCC, suggesting its potential use as a prognostic marker and therapeutic target for this cancer.

## 2. Materials and Methods

### 2.1. Clinical Sample Acquisition

All specimens (*n* = 6) in this experiment were obtained from HNSCC patients who underwent surgery at Shenzhen People's Hospital. Normal tissues were collected from the tumor margins of the patients. Each patient provided inform consent for tissue analysis prior to surgery, and the study was approved by the Institutional Ethics Committee of Shenzhen People's Hospital.

### 2.2. Cell Lines

Human oral keratinocytes (HOKs) were obtained from ScienCell (USA). The HNSCC cell lines (SCC1, SCC9, SCC15, HN4, HN6) used in this study were purchased from the American Type Culture Collection (ATCC). HOK was maintained in Dulbecco's Modified Eagle Medium/F-12 (DMEM/F12, Gibco) with 10% fetal bovine serum (FBS). HNSCC cell lines were cultured in Dulbecco's Modified Eagle's Medium (DMEM, Gibco) supplemented with 10% FBS and 1% penicillin and streptomycin in a humidified incubator at 37°C and 5% CO_2_.

### 2.3. Cell Transfection

The YTHDC1 gene expression was inhibited using two siRNA sequences as follows: YTHDC1-si-1: GTCGACCAGAAGATTATGATA and YTHDC1-si-2: ATCGAGTATGCAAATATTGAA. To establish YTHDC1 knockdown cell lines, SCC9 and HN6 cells were transfected with siRNA using Lipofectamine 2000 (Thermo Fisher, 11668019). In brief, the siRNA solution was added directly to the dilute transfection reagent using a pipette. The solution was mixed gently by pipetting the up and down. Then, the mixture was incubated for 30 minutes at room temperature. Then, the mixture was overlaid onto HNSCC cells, and the cells were incubated for 6 hours. The cells were assayed 48 hours after the addition of fresh medium.

### 2.4. Immunoblotting

Tissue or cell samples were lysed in RIPA lysis buffer, and the supernatant was collected by centrifugation. The protein lysate was boiled after adding the loading buffer. Protein samples were then separated by 10% sodium dodecyl sulfate-polyacrylamide (SDS–PAGE) gels and subsequently transferred to PVDF membranes. The membranes were blocked with 5% BSA. Primary antibodies were incubated overnight followed by a one-hour incubation with HRP-conjugated secondary antibodies. Protein detection was achieved using the ECL L detection system. The following antibodies were used in the experiment: GAPDH (Proteintech, 10494-1-AP), YTHDC1 (Cell Signaling Technology, 54737S), BMI1 (Abcam, ab269678), SOX2 (Abcam, ab97959), OCT4 (Abcam, ab18976), and NANOG (Abcam, ab109250).

### 2.5. RNA Extraction and Quantitative Real-Time PCR (qRT–PCR)

Total RNA was extracted from HNSCC cells using TRIzol Reagent (Invitrogen, USA) in accordance with the manufacturer's instructions. Reverse transcription was performed using 2 *μ*g of RNA, and qPCR for synthesized cDNA was performed via the HiScript III RT SuperMix for qPCR Kit (Vazyme, China). GAPDH was employed as an internal standard control. The primers used in qPCR were as follows: GAPDH (forward) 5′-AGAAGGCTGGGGCTCATTTG-3′ and GAPDH (reverse), 5′-AGGGGCCATCCACAGTCTTC-3′; YTHDC1 (forward), 5′-AACTGGTTTCTAAGCCACTGAGC-3′ and YTHDC1 (reverse), 5′-GGAGGCACTACTTGATAGACGA-3′.

### 2.6. Cell Proliferation Assay

To determine the effect of YTHDC1 knockdown on cellular proliferation, the transfected cells were seeded into 96-well plates at a density of 1000 cells per well. Cell viability was assessed using the Cell Counting Kit-8 (CCK-8) system (Dojindo, Japan) in accordance with the manufacturer's recommendations at 24, 48, 72, and 96 hours after seeding. In brief, 10 *μ*l of CCK-8 solution was added to each well, and the cells were incubated for 2 h at 37°C in the dark. Subsequently, absorbance was measured at 450 nm.

### 2.7. Cell Migration Assay

Cell migration assays were performed according to the manufacturer's instructions (Falcon, Transwell). Briefly, following transfection with or without si-YTHDC1, cells were synchronized in growth media supplemented with 1% FBS, and migration was induced the next day in the upper chamber of the transwell after seeding into the bottom chamber with medium containing 20% serum. Cells remaining on top of the membrane were scraped with a cotton swab 24 hours later. Cells that migrated into the lower chamber were then fixed with 4% paraformaldehyde and stained with 0.5% crystal violet. Migrated cells were photographed under an inverted microscope and quantified with ImageJ.

### 2.8. Colony Formation Assay

HNSCC cells with or without YTHDC1 deletion (500 cells per well) were transplanted into 6-well plates and cultivated for 1-2 weeks until distinct cell colonies formed. Cell colonies were fixed with 4% formaldehyde and dyed with 0.1% crystal violet after being washed with PBS. The colony-forming capacity of HNSCC cells was measured by counting cell colonies.

### 2.9. Immunohistochemistry

YTHDC1 protein levels in HNSCC tissues were confirmed by IHC. Tumor and normal tissues were formalin-fixed and paraffin-embedded using standard protocols. The 5 mm-thick sections were incubated at 65°C for approximately 1 h followed by a routine dewaxing and rehydration step. Endogenous enzymes were removed with 3% hydrogen peroxide for 10 min and blocked with 5% BSA for half an hour. Then, the samples were incubated overnight with YTHDC1 primary antibody at 4°C. After washing, sections were incubated with biotin-conjugated secondary antibody at RT for 30 min. Then, the signal was amplified for 30 min, developed with DAB developing reagent, and photographed under a microscope. The immunohistochemistry score was calculated by multiplying the staining intensity by the frequency. Staining intensity was defined as 0 (negative), 1+ (weakly positive), 2+ (positive), or 3+ (strongly positive). Frequency was defined as the percentage of positive cells.

### 2.10. Sphere Formation Assay

Stem cell medium containing 5000 SCC9 or HN4 cells/ml was placed in 6-well ultralow plates according to a previously described method [21]. Then, the cells were cultured in an incubator at 37°C with 5% CO_2_ for 1-2 weeks. Every two days, the stem cell media was refreshed. Photographs and counts were collected under a microscope after sphere formation. We obtained a group of cells with greater spheroid formation ability termed SCC9 spheres after five generations of sphere formation culture.

### 2.11. RNA Sequencing

Total RNA was extracted from two biological replicates of the SCC9 cell line and SCC9 spheres for RNA-sequencing profiling. The Illumina TruSeq Stranded Total RNA Library Prep Kit (RS-122-2201) was used to construct the sequencing libraries. The libraries were sequenced in paired-end mode on one lane of the Illumina HiSeq2500 instrument. Then, *R* software was used to analyze differentially expressed genes. By default, a gene was considered significantly differentially expressed when the *p* value was ≤0.05, and the fold change was greater than or equal to 1.5. The RNA sequencing datasets in this study were deposited on GEO (GSE205380, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205380).

### 2.12. Gene Enrichment Analyses

GSEA software downloaded from the GSEA website (https://www.gsea-msigdb.org/gsea/downloads.jsp) was used to determine signaling pathways that are linked between the SCC9 sphere group and the SCC9 cell line group. Hallmark gene sets from the Molecular Signature Database (MSigDB) were used in GSEA version 4.0 with 1,000 permutations. The major statistic for GSEA was the normalized enrichment score (NES). Significantly enriched gene sets were determined by FDR < 0.25, *p* < 0.05, and NES > 1.0.

### 2.13. Animal Studies

For the *in vivo* subcutaneous transplanted model studies, four-week-old BALB/C female nude mice were randomly divided into two groups (*n* = 6 per group). HNSCC cell lines transfected with YTHDC1-deficient or control plasmid were subcutaneously injected into mice to explore the effect *in vivo*. After two weeks, all the mice were sacrificed, and intact xenograft tumors were obtained. The volume of transplanted tumor volume was determined as follows: length × width^2^/2.

### 2.14. Single-Cell Analysis

In this study, scRNA-seq data of human head and neck squamous carcinomas published in 2017 were used for analysis. The scRNA-seq data of a total of 5902 cells were obtained from the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) database (GEO number GSE103322), and 2215 malignant cell data were chosen for further analysis. The Seurat *R* package was used to analyze the data. To explore the relationship between YTHDC1 and the pathogenesis of HNSCC, the upregulated DEGs obtained from single-cell analysis were subjected to KEGG and Gene Ontology analysis using DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov).

### 2.15. Statistical Analysis

Experimental data are presented as the mean ± standard error of the mean (SEM) or standard deviation (SD). Two-tailed Student's *t*-test was used to determine the significance of significant differences between the two groups. The relationship between the specific genes in TCGA database and the single-cell transcriptomic analysis data was assessed using the Pearson correlation test. Significance levels are ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

## 3. Results

### 3.1. SCC9 Spheres Exhibit Inflated CSC-Like Properties

We cultured cell sphere formation for five consecutive generations to obtain cells with enhanced stemness and compared the sphere formation efficiency of the fifth-generation sphere with that of the original SCC9 cell line. SCC9 spheres exhibited greater sphere formation efficiency and stemness (Figures 1(a) and 1(b)). Subsequent western blotting analysis, which revealed higher protein expression levels of the stemness-related markers BMI1 and SOX2 in SCC9 spheres (Figure 1(c)), yielded similar results.

To investigate the molecular mechanisms by which tumor stem cells regulate HNSCC progression, we performed RNA sequencing of the SCC9 cell line and SCC9 spheres. 

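The data analysed here are 3 RNA libraries, 1 labelled SCC9 sphere and 2 labelled SCC9 cell line. SCC9 is an established line from a squamous cell carcinoma of the tongue, and spheres are clusters that grow from single cells in suspension, a culture used to enrich cells with stem-like properties. The methods state 2 biological replicates of each group, whereas the labels give 1 library to the spheres. The titles of the libraries do not name the groups: the title of the library labelled SCC9 sphere ends in C, and those of the libraries labelled SCC9 cell line end in si1 and si2, which resembles the names of the paper's siRNAs. Libraries are therefore named by their group label, and none was reassigned. Total RNA was made into stranded libraries and sequenced in paired-end mode, and the authors deposited FPKM values (fragments scaled by gene length and by a total for each library) for 61192 gene entries with 59086 distinct names. The aligner, the counting program and the annotation release are not given in the sources used here. The submitters' processing notes name the build hg19, but the coordinates in the table are those of GRCh38, since 100.0% of the 58542 gene IDs shared with GENCODE 29 overlap their GRCh38 position. FPKM multiplied by gene length was a whole multiple of 1 step per library within 0.1 for 100.0% of nonzero values, so the fragments behind each value could be recovered. The sphere library held 19099476 fragments, and the cell line libraries 21394508 (replicate 1) and 21658163 (replicate 2). Mitochondrial genes took 6.86% of the fragments in the sphere library, and 6.08% and 6.44% in the cell line libraries. Differential expression was tested with limma on log2(FPKM + 1) over the 13128 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment, so that fold changes of genes with low FPKM are understated. With 1 residual degree of freedom, the spread came from the cell line pair, and the lone sphere library was assumed to vary like them. Genes were also counted at the paper's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 1.5. A second test, limma voom on the recovered fragments, was chosen after the data were examined, because it weights each value by its depth.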

The SCC9 cell line was employed as a control group, and the differentially expressed genes (DEGs) were classified into upregulated, nonsignificant (nonsig.), and downregulated groups and illustrated by volcano plots (Figure 1(d)). 

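Among the protein-coding genes that were higher in the library labelled SCC9 sphere than in both libraries labelled SCC9 cell line were RNF187, which encodes a ubiquitin ligase, and FLII, which encodes an actin-remodeling protein. RNF187 had an FPKM of 3.74 in the sphere library against 0.595 and 0.725 in the cell line libraries, a log2 fold change of 1.52 (standard error 0.10, adjusted p = 0.213 from limma). FLII had an FPKM of 5.96 against 2.38 and 2.08 (log2 fold change 1.11, adjusted p = 0.435 from limma). NAPRT, an enzyme of NAD synthesis from nicotinic acid, was lower in the sphere library, with an FPKM of 1.93 against 5.45 and 6.41 (log2 fold change -1.24, adjusted p = 0.435 from limma), while an unnamed entry near its position on an alternate scaffold went the opposite way (log2 fold change 2.55 with voom). Most of the genes with the smallest p were short noncoding RNAs with few fragments. Of the 12 higher named genes with the smallest p, 9 were noncoding, and 8 of these had fewer than 30 fragments in every library, such as MIR378G with 3 fragments in the sphere library and 0 in the others. All 11 noncoding genes among the 12 lower named genes also had fewer than 30 fragments, such as RNU6-828P with 0 fragments in the sphere library and 6 and 7 in the others.
At the paper's thresholds, 69 genes were upregulated and 114 downregulated in the sphere library. Only 12 of the upregulated and 8 of the downregulated genes were protein-coding, and 39 and 80 of them, respectively, had fewer than 30 fragments in every library. When cell line replicate 1 was set against the other libraries in the same way, 92 genes were higher and 100 lower, and for cell line replicate 2 the counts were 83 and 80. At an adjusted p under 0.05, limma called 0 genes in either direction, with 563 genes at an unadjusted p under 0.05. The other limma settings called 0 or 1 gene, and voom on the recovered fragments called 8 higher and 2 lower over the same genes. In the same voom fit 33 genes were higher and 13 lower with cell line replicate 1 singled out, and 19 and 10 with cell line replicate 2.

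**Figure D1:**
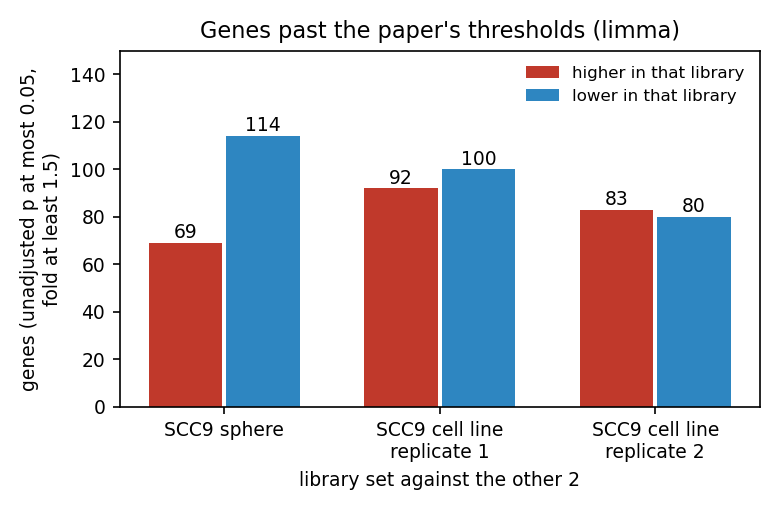
Number of genes (y axis) past the paper's thresholds in limma when each library (x axis) was set against the other 2, with genes higher in that library in red and genes lower in blue. The sphere library gave 69 higher and 114 lower genes, against 92 and 100 for cell line replicate 1 and 83 and 80 for cell line replicate 2.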

We identified 23 downregulated genes and 23 upregulated genes. 

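YTHDC1 (ENSG00000083896), a nuclear reader of N6-methyladenosine in RNA, lies on the minus strand of chromosome 4 of GRCh38 from 68310387 to 68350089. Its FPKM was 5.67 in the library labelled SCC9 sphere, and 0.746 and 0.505 in the libraries labelled SCC9 cell line (replicates 1 and 2). These values rest on 756, 112 and 78 fragments. The FPKM in the sphere library was 7.61-fold that of cell line replicate 1 and 11.2-fold that of replicate 2. On the log2(FPKM + 1) scale the log2 fold change was 2.04 (standard error 0.13, unadjusted p = 2.11e-04, adjusted p = 0.213 from limma), the third largest of the 13128 genes tested and the largest of the 10431 protein-coding genes. Over the other limma settings the adjusted p ranged from 0.138 to 0.643. With voom on the recovered fragments, chosen after the data were examined, YTHDC1 had the smallest p of all genes. Its log2 fold change was 3.18 and its adjusted p 0.00496 with voom over the same genes. The titles of the libraries with low YTHDC1 end in si1 and si2, and the paper's siRNAs target YTHDC1. Less YTHDC1 after siRNA therefore cannot be told apart here from more YTHDC1 in spheres.
The stemness markers of the protein assay, SOX2 and BMI1, did not pass the test at the RNA level, like every other gene tested with limma. SOX2 had an FPKM of 3.13 in the sphere library against 1.85 and 4.07 (log2 fold change 0.12, adjusted p = 0.995 from limma), and BMI1 had 3.63 against 3.33 and 3.91 (log2 fold change 0.0056, adjusted p = 0.999 from limma). Without cell line replicate 1 their log2 fold changes were -0.30 and -0.086, and without replicate 2 they were 0.54 and 0.097. From the size and significance of its upregulation in SCC9 spheres, the paper takes YTHDC1 forward as a downstream molecule.

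**Figure D2:**
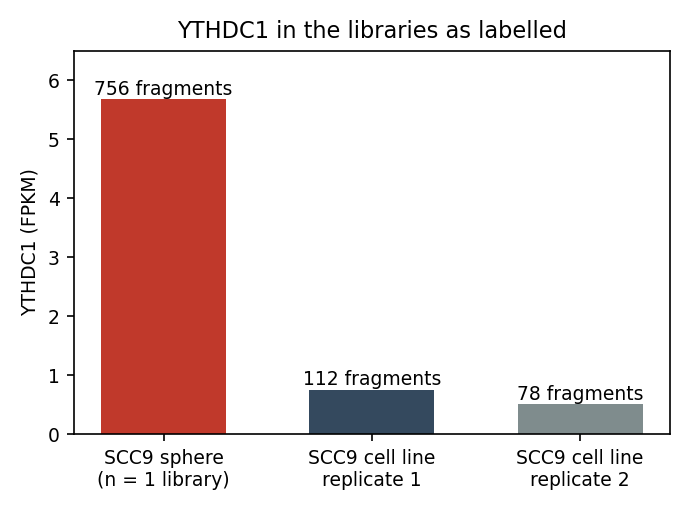
YTHDC1 FPKM (y axis) in each library as labelled (x axis), 1 bar per library, with the recovered fragments above each bar. The sphere library stands at 5.67, above 0.746 and 0.505 in the cell line libraries.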

Among the highly expressed genes, YTHDC1 was identified as a downstream molecule given that it demonstrated the highest upregulation and highly significant differences (Figure 1(d)). Furthermore, Gene Set Enrichment Analysis (GSEA) revealed that several representative oncogenic signaling pathways, including tumor necrosis factor (TNF) signaling via NF-kappaB and epithelial mesenchymal transition signaling, were enriched in SCC9 spheres (Figures 1(e) and 1(f)), indicating that CSCs drive tumorigenesis, invasion, and chemotherapy tolerance in HNSCC.

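The lists of genes used here were fixed before the data were examined and are not the Hallmark sets themselves. No member of either pathway passed limma between the library labelled SCC9 sphere and those labelled SCC9 cell line. Limma called 0 of all 13128 genes tested, so this does not mark out either list. Of 154 tested TNF/NF-kB target genes, 39 were higher and 53 lower in the sphere library than in both cell line libraries, with a median log2 fold change of -0.027. The largest differences were in SQSTM1, an autophagy receptor (log2 fold change -1.20), CCL20, a chemokine (-0.76), FOS (-0.62) and EGR1 (-0.51), the last 2 being transcription factors of the immediate early response. Alternate or patch scaffolds held 6 entries with at least 30 fragments near the position of SQSTM1, so its value is uncertain. Of 105 tested epithelial-mesenchymal transition genes, 23 were higher and 47 lower than in both, with a median of -0.042. AREG, an EGFR ligand, had a log2 fold change of -0.38 and ID2, an inhibitor of transcription factors, 0.33. Of 14 tested stemness markers, 1 was higher and 7 lower than in both, with a median of -0.050, and ALDH1A1 (0.38) and SALL4 (-0.22) were the members with the largest differences. Without cell line replicate 1 the log2 fold changes of EGR1, ID2 and ALDH1A1 were -0.30, 0.14 and 0.19, and without replicate 2 they were -0.73, 0.53 and 0.58.
No member of these 3 lists passed an adjusted p under 0.05 in limma, with 0 also when adjusted over the list alone. Voom, chosen after the data were examined, called SQSTM1 lower over the same genes (adjusted p = 0.0274), and also FOS over named genes with at least 30 fragments (adjusted p = 0.00934). CCL20, FOS and AREG were among the members with an unadjusted p under 0.05 in limma. Of all 13128 genes tested, 563 had such a p, so these single members do not mark out the lists. Tested as sets with camera, the TNF/NF-kB list had an adjusted p of 0.200, the epithelial-mesenchymal transition list 0.127 and the stemness list 0.200, all in the lower direction, and 0.875 each with an estimated correlation. Each median of the first 2 lists lay below all of 10000 random lists matched on expression (percentile 0), which describes these libraries and is not a test across replicates. With TMM scaling, which moved the median of all genes from 0.0023 to 0.041, the medians were 0.013 (55 higher and 35 lower than in both), -0.0025 (34 and 27) and -0.0062 (2 and 5), all still below that of all genes, and without cell line replicate 1 the TNF/NF-kB median was 0.013 against 0.0051 for all genes. With voom over the same genes only the epithelial-mesenchymal transition list passed camera (adjusted p = 0.0143, against 0.0666 for TNF/NF-kB and 0.0754 for stemness). With voom over genes with at least 30 fragments the 3 lists passed camera in the lower direction (adjusted p = 0.0186, 0.0140 and 0.0186). With an estimated correlation the camera adjusted p was 0.742 each over the same genes and 0.820 each with at least 30 fragments.

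**Figure D3:**
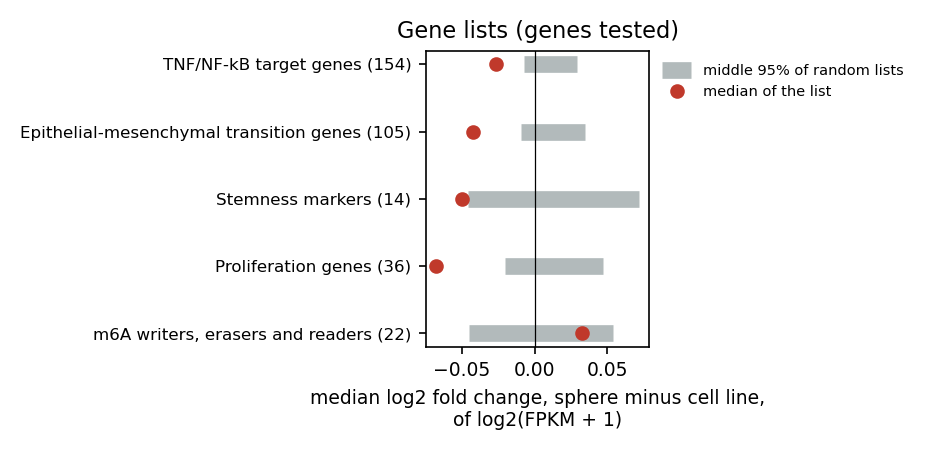
Median log2 fold change of each gene list (x axis, sphere minus cell line on the log2(FPKM + 1) scale) with the number of genes tested beside its name (y axis); points are the medians and grey bars the middle 95% of random lists matched on expression. The medians are -0.027 for the TNF/NF-kB list, -0.042 for the epithelial-mesenchymal transition list and -0.050 for the stemness list.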

### 3.2. YTHDC1 Is Aberrantly Expressed in HNSCC and Associated with Cancer Cell Stemness

To investigate the role of YTHDC1 in HNSCC, we first analyzed its expression pattern. YTHDC1 mRNA was abnormally upregulated in HNSCC tumor tissues compared to normal tissues according to TCGA data (Figure 2(a)). Specifically, the increased YTHDC1 expression was associated with the following clinical characteristics of HNSCC patients: higher tumor grade (Figure 2(b)), positive HPV presentation (Figure 2(c)), and increased lymph node metastasis (Figure 2(d)). Subsequently, we also analyzed the coexpression of YTHDC1 with stemness-related markers in the StarBase database and found that the YTHDC1 mRNA expression was significantly and positively correlated with the SOX2 and BMI1 expression in 502 HNSCC samples (Figures 2(e) and 2(f)). This finding also indicates that YTHDC1 plays a role in regulating CSCs in HNSCC.

### 3.3. YTHDC1 Was Overexpressed in HNSCC Patients

To further assess YTHDC1 expression levels in HNSCC patients, we performed immunostaining to localize and identify YTHDC1 protein molecules *in vivo*. The findings revealed that the higher YTHDC1 protein expression was observed in HNSCC patient samples compared with paired normal tissues (*n* = 6) (Figure 3(a)). Subsequent western blotting assays of patient protein specimens supported this conclusion (Figure 3(b)). In addition, our data revealed that SOX2 and BMI1 expression levels in tumor samples were also higher than those in normal tissues (Figure 3(c)). These results suggest that YTHDC1 and stemness-related markers are aberrantly overexpressed in HNSCC, and that YTHDC1 plays an important procancer role.

### 3.4. Inhibition of YTHDC1 Expression Significantly Limits Tumor Cell Stemness Maintenance, Migration, and Proliferation

To further clarify the function of YTHDC1 *in vitro*, we compared the protein expression levels of YTHDC1 in five HNSCC cell lines and one normal cell line and found that its expression was higher in SCC9 and HN4 cells (Figure 4(a)). Therefore, we selected the two cell lines for the subsequent functional study. First, we constructed YTHDC1 knockdown cells using siRNA targeting YTHDC1 and confirmed YTHDC1 knockdown with western blotting and qPCR (Figures 4(b) and 4(c)). Interestingly, inhibition of the YTHDC1 expression in the SCC9 and HN4 cell lines resulted in a reduction in the expression of SOX2, BMI1, OCT4, and NANOG (Figures 4(d) and 4(e)), indicating a significant decrease in the stemness of HNSCC cells.

Based on these results, we then investigated whether YTHDC1 could regulate CSC properties in HNSCC cell lines. The data revealed that the cell proliferation and sphere formation ability of cells with the reduced YTHDC1 expression was severely hindered (Figures 4(f) and 4(g)). In addition, cell migration assays and cell clone formation assays showed that YTHDC1 knockdown also significantly suppressed HNSCC cell migration and proliferation (Figures 4(h) and 4(i)). Consistent with the *in vitro* study results, silencing YTHDC1 expression in SCC9 cells dramatically retarded tumor growth compared with the control cells in nude mice (Figure 4(j)), as confirmed by the measurement of tumor volume and tumor weight (Figures 4(k) and 4(l)). In conclusion, YTHDC1 is required for HNSCC cells to maintain their self-renewal, migration, and proliferation abilities.

### 3.5. Validation of the Role of YTHDC1 in Regulating Stemness Maintenance at the Single-Cell Level

To further confirm the regulatory CSC function of YTHDC1 in HNSCC, we analyzed an online single-cell transcriptomic analysis dataset that defines the transcriptional profile of HNSCC single cells (GSE103322). The data partitioned cells into one malignant cluster (malignant cells) and eight nonmalignant cells (fibroblasts, B cells, myocytes, macrophages, endothelial cells, T-cells, dendritic cells, and mast cells) (Figure 5(a)). Further analysis showed the increased YTHDC1 expression in malignant cells compared with nonmalignant cells (Figure 5(b)). Then, we evaluated the YTHDC1 expression in 2,215 of these malignant epithelial cells. YTHDC1 was aberrantly expressed in most malignant epithelial cells (Figure 5(c)). The mRNA expression level of YTHDC1 was significantly and positively correlated with both SOX2 and BMI1, confirming the prior findings (Figures 5(d) and 5(e)). We then divided malignant epithelial cells into YTHDC1 high- and YTHDC1 low-expression cell populations and used volcano plots to show the DEGs. We found 917 differentially expressed genes between the two populations, including 188 downregulated genes and 729 upregulated genes. A total of 729 genes (including WNT2, SOX9, NANOG, TBX3, WNT5A, and SOX2) were significantly increased in the YTHDC1 high group (Figure 5(f)). We then performed enrichment analysis of the upregulated DEGs. Gene Ontology analysis associated with biological process enrichment revealed that these genes were selectively enriched for the canonical Wnt signaling pathway, signal transduction, and stem cell population maintenance, which may be involved in tumor cell messaging and maintenance of tumor stemness (Figure 5(g)). Next, we performed KEGG enrichment analysis of DEGs to systematically examine cellular pathways affected by YTHDC1 and found that signaling pathways for the maintenance of stem cell pluripotency were the most enriched (Figure 5(h)). More precisely, multiple marker genes of stemness-related pathways, such as NANOG, TBX3, WNT5A ,and SOX2, were highly upregulated compared with the YTHDC1 low group (Figure 5(i)). These findings support YTHDC1's critical involvement in controlling HNSCC tumor stemness at the single-cell level.

## 4. Discussion

In recent years, with continuous research in the field of molecular biology, CSCs have been found to play an important role in tumor development, invasion, metastasis, chemoresistance, and radioresistance [22–24]. The repopulation and differentiation of CSCs often lead to disease recurrence and play an important role in poor prognosis. CSCs also provide new targets for treatment. Based on the increasing understanding of tumor stem cell biology, multiple new therapeutic strategies targeting cancer stem cells have been proposed and have become a recent hot topic in oncology treatment. For example, scientists from the University of California and other institutions have developed a novel DNA therapy that may be expected to help remove cancer stem cells from mice and help treat multiple myeloma [25]. Another study successfully identified kidney cancer stem cells and found that blocking Wnt and Notch has the potential to treat kidney cancer [26]. The tumor cell sphere formation assay is the gold standard method for determining the stemness of tumor cells. In our study, we obtained aberrantly highly expressed genes in HNSCC tumor stem cells by comparing SCC9 sphere and the SCC9 cell line and showed potential therapeutic targeting ability given the close correlation of these genes with clinical features.

Epigenetic modification is a form of gene expression regulation that affects gene transcription and translation without altering nucleotide sequences. These modifications regulate and subsequently affect gene expression at the DNA level as well as chromatin structural modifications, RNA stability, and transcriptional activity, which mainly includes DNA methylation modification, histone covalent modification, chromatin remodeling, and RNA interference [27, 28]. Currently, epigenomics based on N6-methyladenosine (m^6^A) modifications has become a hot research topic.

Recent advances have highlighted that m^6^A RNA modification plays an important role in cancer biology and CSCs [29–31]. Recent advances in m6A readers have highlighted that m^6^A RNA modification plays an important role in cancer biology and CSCs. For instance, YTHDF2, an m^6^A reader protein, promotes the proliferation of liver cancer tumor stem cells and promotes tumor metastasis [32]. In another study, researchers found that YTHDF1 promotes tumor development by maintaining the stemness of tumor cells in colorectal cancer [33].

In our study, we described in detail the regulatory mechanism of YTHDC1 in HNSCC tumor stem cells. YTHDC1 was identified by RNA-seq analyses, and its expression was closely correlated with the clinical features of HNSCC. Specifically, previous studies have also characterized the genetic alterations and prognostic value of YTHDC1 in HNSCC. The YTHDC1 expression is abnormally elevated in HNSCC patients and is associated with poor prognosis [34, 35], whereas another analysis showed that patients with high YTHDC1 expression obtained a better prognosis [36]. Therefore, the role of YTHDC1 in HNSCC patients remains controversial. Notably, we found that YTHDC1 mRNA expression levels were significantly and positively correlated with those of BMI1 and SOX2, which are HNSCC tumor stem cell-specific indicators. These data suggest that YTHDC1 is associated with tumor stemness regulation in HNSCC.

The patient sample data also demonstrated that YTHDC1 was abnormally highly expressed in tumors, suggesting its potential procancer role. We knocked down YTHDC1 in two cell lines with high YTHDC1 expression to inhibit cell stemness, migration, and proliferation, further revealing its role in promoting the development of HNSCC. Therefore, *in vitro* experiments demonstrated that YTHDC1 promotes malignant tumor progression in HNSCC and may represent a poor prognostic indicator for patients. Subsequently, we analyzed single-cell transcriptomic analysis data to verify the correlation between YTHDC1 and tumor stemness. The results demonstrated that YTHDC1 was significantly and positively correlated with BMI1 and SOX2 mRNA expression levels in HNSCC tumor cells, and that cells with high YTHDC1 expression coexpressed stemness pathway-related genes. This finding is also consistent with our previous *in vitro* results, further demonstrating the role of YTHDC1 in regulating tumor cell maintenance in stem cell lines and providing ideas for further studying the functional mechanism of YTHDC1 in HNSCC. Taken together, these data support the notion that YTHDC1 promotes HNSCC pathogenesis through manipulation of the CSC stemness pathway.

In conclusion, our findings reveal a role for YTHDC1 in regulating the tumor stem cell pathway in HNSCC. YTHDC1 promotes HNSCC progression through manipulation of the stemness-related pathway. The present study however has significant limitations. A key issue is the absence of experimental data from verified animal models. To confirm the molecular process, further sophisticated experimental techniques are needed. Although further studies are needed in the future to reveal the oncogenic mechanisms of YTHDC1, our current study lays the foundation for better therapeutic strategies.

## Figures and Tables

**Figure 1:**
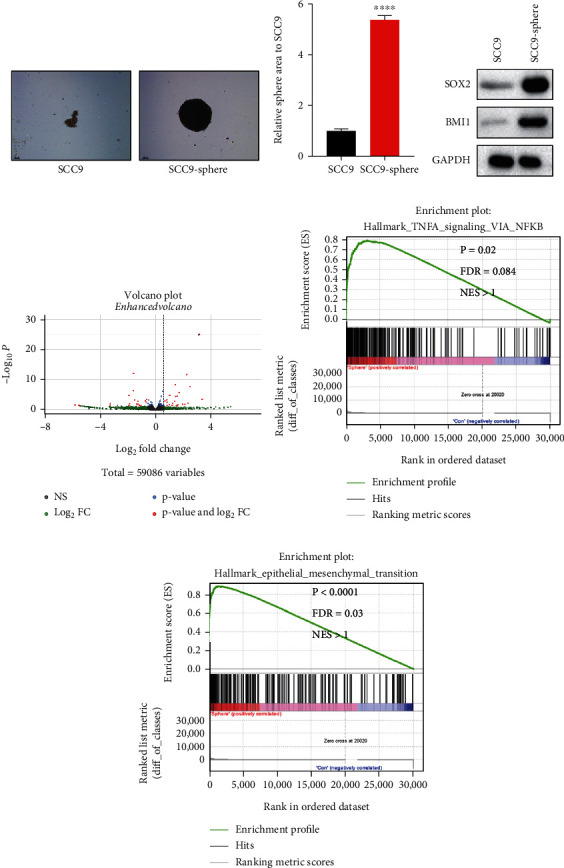
SCC9-sphere exhibits inflated CSC-like properties. (a) The comparison of sphere formation ability between SCC9-sphere and SCC9 cell line. Scale bar, 100 *μ*m. (b) Bar graph showed SCC9-sphere enhanced the sphere formation ability compare with the SCC9 cell line. (c) SOX2 and BMI1 protein levels in two groups. (d) Volcano plot of differentially expressed genes from RNA sequencing results. (e, f) GSEA comparing the SCC9-sphere group with the SCC9 cell line group in TNFA and EMT signaling pathway. Nominal *p* values, false discovery rate (FDR), and normalized enrichment score (NES) were shown.

**Figure 2:**
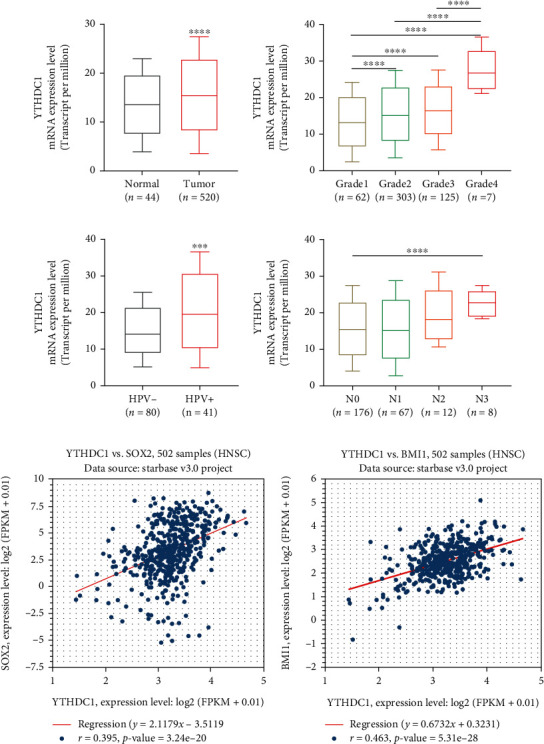
YTHDC1 aberrantly expressed in HNSCC and was associated with cancer cell stemness. (a) The relative mRNA expression of YTHDC1 in tumor and normal tissues in HNSCC in TCGA database. The comparison of the YTHDC1 mRNA expression in (b) individual tumor grades, (c) HPV infection status, and (d) different nodal metastasis status. (e) The Pearson correlation between YTHDC1 and SOX2 mRNA expression in HNSCC according to TCGA data. (f) The Pearson correlation between YTHDC1 and BMI1 mRNA expression in HNSCC according to the TCGA data.

**Figure 3:**
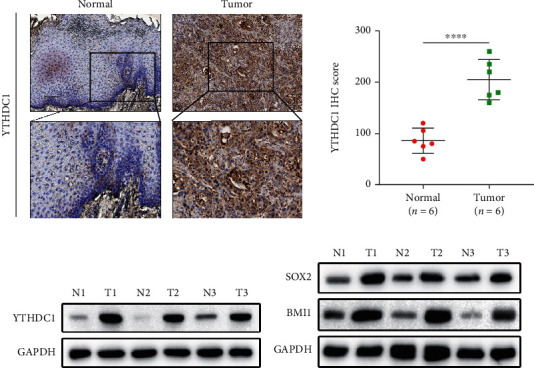
YTHDC1 was overexpressed in HNSCC patients. (a) Representative graph of YTHDC1 staining in tumor and normal tissues of HNSCC patients (left) and the IHC score quantification (right) (*n* = 6). Scale bar, 100 *μ*m. (b) The YTHDC1 expression in patients HNSCC tissues and normal tissues detected by immunoblotting analysis (*n* = 3). (c) The SOX2 and BMI1 protein expression in patient HNSCC tissues and normal tissues detected by immunoblotting analysis (*n* = 3).

**Figure 4:**
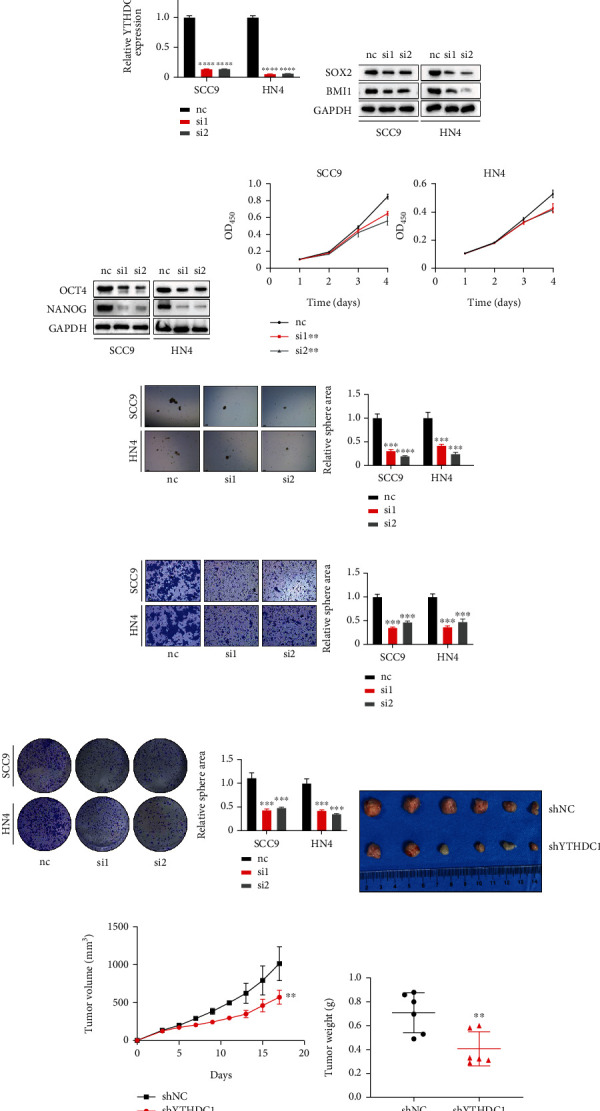
Inhibition of the YTHDC1 expression significantly limits tumor cell stemness maintenance, migration, and proliferation. (a) Western blotting of YTHDC1 in six HNSCC cell lines. (b) Western blotting of YTHDC1 in SCC9 and HN4 with or without YTHDC1 knockdown. (c) qPCR data of YTHDC1 in SCC9 and HN4 with or without YTHDC1 knockdown. (d) SOX2 and BMI1 protein expression in SCC9 and HN4 with or without YTHDC1 knockdown. (e) The OCT4 and NANOG protein expression in SCC9 and HN4 with or without YTHDC1 knockdown. (f). SCC9 and HN4 cell proliferation ability was suppressed after the YTHDC1 expression was decreased. (g) Sphere formation ability of SCC9 and HN4 cell lines was inhibited after the YTHDC1 expression was suppressed. (h) Representative images and quantification of migration assay of SCC9 and HN4 cell lines with or without YTHDC1 knockdown. (i) Representative images and quantification of colony formation assay of SCC9 and HN4 cell lines with or without YTHDC1 knockdown. (j). Tumor xenograft experiment in nude mice detects the effect of YTHDC1 on tumor growth in vivo (*n* = 6 in each group). (k) Tumor growth curve. The quantitative value of tumor volumes is plotted, and tumor volumes are measured once two days after injected. (l) Scatter diagram shows tumor weight.

**Figure 5:**
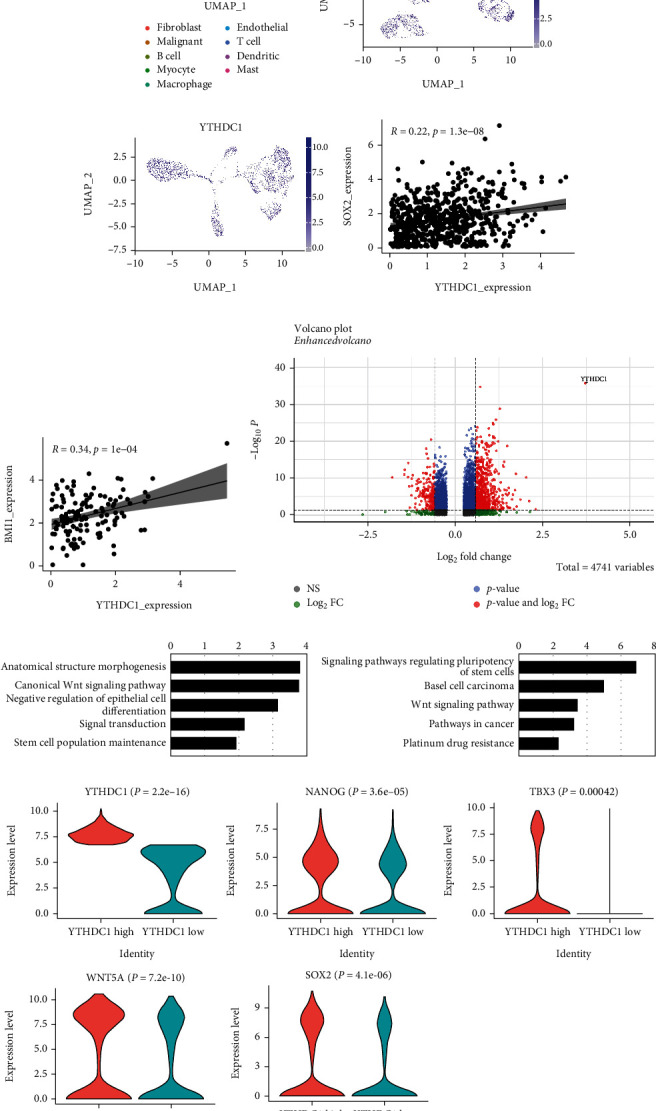
Validation of the role of YTHDC1 in regulating stemness maintenance at the single cell level. (a) The UMAP plot of scRNA-seq cell data labeled by cell type. (b) The UMAP plot of the YTHDC1 expression in all the clusters. (c) The UMAP plot of cancer cells from HNSCC tissues shows the YTHDC1 expression pattern. (d) The Pearson correlation between YTHDC1 and SOX2 mRNA expression according to the single cell RNA data. (e) The Pearson correlation between YTHDC1 and BMI1 mRNA expression according to the single cell RNA data. (f) Volcano plot shows differentially expressed genes between YTHDC1 high and YTHDC1 low cells. (g) GO analysis of the upregulated genes in the YTHDC1 high expression cell population. (h) KEGG analysis of the upregulated genes in the YTHDC1 high expression cell population. (i) Violin plot depicts the expression of stem cell-related markers of YTHDC1 high and YTHDC1 low cells.

## Data Availability

The data used to support the findings of this study are included within the article.

How the deposited data were processed for this re-analysis (not part of the article)

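RNA from cells labelled SCC9 sphere (1 library) and SCC9 cell line (2 libraries) was analysed. The authors deposited 1 table of FPKM values, made by dividing the fragments of each gene by its length and by a total for the library. The table holds 61192 gene entries, of which 575 carry no gene name and 450 of these lie on alternate or patch scaffolds. The aligner, counter and annotation release are not given in the sources used here, and the build named by the submitters (hg19) differs from that of the coordinates (GRCh38). Of the gene IDs shared with GENCODE 29, 82.4% had the same start and end. The totals by which the authors scaled the libraries were 18942719 for the sphere library, and 21345385 and 21986194 for the cell line libraries. These totals were 0.992, 0.998 and 1.015 times the fragments in the table, close to TMM factors of the recovered fragments (0.993, 0.994 and 1.013), so a scaling between libraries before the values were deposited is not excluded. The voom fits used the summed fragments without such a factor.
The FPKM values were analysed on the scale log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend or robust prior), for genes with a mean FPKM of at least 1. P-values were two-sided and adjusted by Benjamini-Hochberg. Genes were called at an adjusted p under 0.05 and, separately, at the paper's thresholds. Python 3.11 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other steps. The count of genes at least 1.5-fold apart from both cell line libraries, and the distance between libraries (root mean square difference of log2 values), used no test. The count was 59 higher and 89 lower for the sphere library, 79 and 84 with cell line replicate 1 in its place, and 76 and 63 with replicate 2. A chi-square test of the recovered fragments gave a mean per gene of 5.97 (median 1.32) between the cell line libraries. It gave 5.90 (median 1.24) between the sphere library and cell line replicate 1, and 4.77 (median 1.10) between the sphere library and cell line replicate 2. No pair differed by as little as the sampling noise, and the medians far below the means show that a part of the genes carried much of the difference. A single library's value of 0 fragments allows up to 3 fragments, 1.57e-05% of the total in the sphere library, for counting error only.
Gene lists (18 in all) were written from general knowledge before the data were examined, and are not the Hallmark sets, which were not used here. Each list was tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, and its median was set against 10000 random lists of the same size from 20 bins of mean expression. The genes named were YTHDC1 and the other genes the paper names, the 12 higher and 12 lower named genes with the smallest p among those at least 1.5-fold changed in the same direction from both cell line libraries, and the 4 members of each list with the largest change. EEF1B2, named for its voom result, falls outside that rule and was chosen after its values were seen.
The alternatives set before the data were examined were a pseudocount of 0.1, no filter or a mean FPKM of at least 0.1, TMM scaling of the FPKM table, a mean-variance trend with robust prior, a 2-fold threshold, and leaving out each cell line library. Added after the data were examined were limma voom on recovered fragments over the same genes, over genes with at least 30 fragments in the 3 libraries together, and over those without unnamed entries, and a running-sum score of genes ranked by the difference of mean FPKM. A count test planned for the case that whole reads could be recovered was not run, although they could be, and limma voom on the recovered fragments was run in its place.
The tests were checked on simulated fragments with the sphere against cell line comparison's depths, in which the spread of each gene was resampled from the cell line pair. Over 13143 simulated genes, limma at an adjusted p under 0.05 recovered 0% of genes changed 2-fold, 32.3% of those changed 4-fold and 43.4% of those changed 8-fold, with 3 false calls per draw, and 81.6%, 94.5% and 95.5% at the paper's thresholds, with 157 false calls per draw. Voom over the same genes recovered 38.3%, 72.1% and 79.3% at an adjusted p under 0.05, with 10 false calls per draw. Over 17115 simulated genes, voom with at least 30 fragments recovered 53.2%, 83.6% and 88.9%, with 29 false calls per draw. This simulation replaced a first version with 1 spread common to all genes, in which limma recovered most of the genes changed 2-fold, so the shares depend on the spread assumed.
Sequences of 7 bases (heptamers) in 3' UTRs were examined for 10305 genes, 98.8% of the protein-coding genes tested, taking the GENCODE transcript with the longest coding sequence. Each library's log2 values were set against the mean of the others, adjusted for the length and base content of the 3' UTR, the length of the coding sequence and expression, and the mean over genes with a heptamer was standardized for each of 16097 heptamers found in at least 50 genes. The lowest value was compared with 1000 permutations of the genes within bins of 3' UTR length. This treats genes as independent and measures no spread between libraries. In a simulation over these genes, 10 of 10 heptamers given a shift of -0.1 ranked first. The median log2 shifts seen were smaller (-0.0385 for CTTACAA, -0.0247 for GTATGGA and -0.0312 for TCGGAGA), so recovery at that size was not examined.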

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

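The voom tests, the scan of heptamers, and the tests of a non-targeting siRNA, of base composition and of alternate scaffolds were chosen only after the result was seen.
Apart from YTHDC1, 4 named genes the paper does not discuss passed an adjusted p under 0.05 with voom on the recovered fragments over the genes tested with limma, and none of them passed with limma on FPKM. That voom fit called 10 entries for the sphere library, 46 with cell line replicate 1 singled out and 29 with cell line replicate 2, and it made 10 false calls per draw in simulated data. In the library labelled SCC9 sphere, RNF187 was higher with a log2 fold change of 2.48 (adjusted p = 0.0144 from voom). EEF1B2, a translation elongation factor with processed pseudogenes, so that its value is uncertain, had a log2 fold change of 2.27 (adjusted p = 0.0190 from voom), with 603 fragments in the sphere library and 110 and 180 in the others. FLII was higher by 1.40 (adjusted p = 0.0144 from voom). SQSTM1 was lower with a log2 fold change of -1.60 (adjusted p = 0.0274 from voom). Its value is uncertain too, with 6 scaffold entries near its position.
YTHDC1 was called between the library labelled SCC9 sphere and the others with voom and not with limma. The titles read as if the libraries labelled SCC9 cell line had received the paper's printed YTHDC1 siRNAs. Genes with the seed site of each siRNA in the 3' UTR should then have been lower in its own library. The median log2 ratio of cell line replicate 1 to 2 was -0.0033 for YTHDC1-si-1 and -0.0053 for YTHDC1-si-2. Both were inside the range of matched random lists, which argues against a seed effect of those sequences. An siRNA of another sequence, or one without such an effect, stays open. In the scan below a different heptamer was lowest in each cell line library, CTTACAA and GTATGGA, each with a permutation p of 0.001. That p comes from permuting genes, not libraries, and treats genes as independent. A different siRNA in each library could give these lowest heptamers, as it could the lower YTHDC1 in both. The scan does not tell it from small RNAs made by the cells. The distance between the cell line libraries was 1.013 times their mean distance from the sphere library (interval 0.973 to 1.06 from resampling genes, not libraries). The sphere library was thus no farther from them than they were from each other. With 1 sphere library and cell line libraries that differ from each other, this cannot exclude a broad change of the transcriptome in sphere culture. A change of few genes, YTHDC1 among them, stays open too. The lowest heptamer in the sphere library, TCGGAGA, had a standardized shift of -3.82 and matches the seed site of the sense strand of a non-targeting siRNA whose sequence was taken from general knowledge, recognised after the scan and not checked against a source, and the permutation p of 0.076 and the search over all heptamers leave this open, and the site of its antisense strand ranked 1511 from the lowest. In the paper, cells given YTHDC1 siRNA had less YTHDC1 protein and RNA (Fig. 4), which does not settle what these libraries are.
Genes with certain heptamers in the 3' UTR were slightly lower in single libraries, a property of these libraries that the paper does not report on: the standardized shift was -9.95 for CTTACAA in cell line replicate 1 (954 genes) and -6.92 for GTATGGA in cell line replicate 2, each with a permutation p of 0.001, the smallest that the permutations can give. At the same p were CCTTACA (-7.71) and ACTTACA (-5.24) in cell line replicate 1, and GAAGAAA (-5.82), TGAAGAA (-5.50) and TGTATGG (-5.09) in cell line replicate 2. Of the heptamers searched for in the 3 YTHDC1 coding transcripts, TGTATGG, which overlaps GTATGGA, was in all 3. CTTACAA, GTATGGA, TCGGAGA and CCTTACA were in 0. TGTATGG was in the 3' UTR of 909 of the 10305 genes, and no chance rate was worked out, so nothing is drawn from its match. Base composition was argued against for CTTACAA and GTATGGA, whose shifts lay 4.71 and 4.59 below the lowest heptamer of the same bases. Picked as the lowest of all heptamers, they had to lie below these, so only the size of the distance counts. For TCGGAGA, with a distance of 0.28, base composition stays open. A small RNA in each cell line library stays a candidate explanation. Genes with the heptamer in the coding sequence alone were compared with genes with it in the 3' UTR alone. Their shift was 0.436 times as large for CTTACAA (interval 0.244 to 0.657) and 0.326 times for GTATGGA (interval 0.113 to 0.577). Both ratios were under the 0.5 set for this explanation, although both intervals reach above it. The heptamers were picked for their low shift in the 3' UTR, which by itself lowers this ratio. The ratio alone therefore cannot decide. For TCGGAGA that ratio was 0.244 (interval 0.038 to 0.68), its shift was within the range of permuted genes, so it was left undecided, and the tests do not tell an added small RNA from one made by the cells.
Of the 51 entries called with voom over genes with at least 30 fragments, 26 had a name and 25 were unnamed. Of the called entries, 2.0% overlapped a model changed in the opposite direction, inside the range of random lists (0 to 5.88%). This cannot decide whether fragments were shared between overlapping gene models. A model with many more fragments would change little by giving or taking some, and would not be counted. Fragments split between a chromosome and its alternate or patch scaffolds stay open: 49.0% of the called entries lay on such scaffolds against 2.07% of those tested, but these are the same 25 unnamed entries that prompted the test, so the share does not test for split fragments. Of the 26 named entries, 13 had a tested scaffold entry within 200000 bases, by position alone, and SQSTM1 had the most, 6. For 2, NAPRT and TBC1D9B, a called scaffold entry that near went the opposite way (for TBC1D9B on a patch whose chromosome the table does not give). That patch entry (log2 fold change -2.51 with voom) also overlapped SQSTM1 by position and was lower like it. YTHDC1 had 0 scaffold entries tested that near. Split fragments need not give a called entry of opposite direction, so these counts cannot exclude them.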

How the results depend on the processing

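The voom fits and the running-sum score were chosen after the data were examined, and the other alternatives before. No paired analysis was possible because there was 1 sphere library, so the groups shared fewer than 2 replicate numbers. A planned count test was not run, and voom took its place. In all, 9 fits and 2 that left out a cell line library were run.
The count of genes at an adjusted p under 0.05 was 0 in limma (563 at an unadjusted p under 0.05), 1 with a mean-variance trend and robust prior, 10 with voom over the same genes, 51 with voom over genes with at least 30 fragments and 36 without unnamed entries. At the paper's thresholds the count of 183 became 291 with a pseudocount of 0.1, 335 without a filter, 408 with a mean FPKM of at least 0.1 and 293 with voom over genes with at least 30 fragments. The count of genes at least 1.5-fold apart from both cell line libraries, 148 (59 higher, 89 lower), became 283 with a pseudocount of 0.1, 433 without a filter or with a mean FPKM of at least 0.1, 58 at 2-fold, and 352 to 382 when a cell line library was left out. The ratio of distances, 1.013, became 0.972 with a pseudocount of 0.1.
YTHDC1 kept its direction under every alternative run. Its log2 fold change, 2.04, was 1.93 to 2.15 when a cell line library was left out. It was 3.18 with voom over the same genes, over genes with at least 30 fragments and without unnamed entries (adjusted p = 0.00496, 1.96e-07 and 1.04e-15 from voom). These voom fits used the same 3 libraries. The degrees of freedom that they borrowed from the spread of all kept genes were 6.474, 15.08 and 37.49. The smaller p is therefore not added evidence from replicates. Its adjusted p under the other limma settings was 0.138 to 0.643.
TMM scaling moved the median of all genes from 0.0023 to 0.041. The median of the TNF/NF-kB list was then 0.013, still below that of all genes. With voom over the same genes the TNF/NF-kB median was -0.050 (camera adjusted p = 0.0666, not past the threshold). It was -0.052 with voom over genes with at least 30 fragments and -0.052 without unnamed entries (camera adjusted p = 0.0186 and 0.0124). When a cell line library was left out it was -0.065 to 0.013. That of the epithelial-mesenchymal transition list was -0.0025 with TMM scaling, -0.069 with voom over the same genes, -0.076 over genes with at least 30 fragments and -0.076 without unnamed entries (camera adjusted p = 0.0143, 0.0140 and 0.0103), and -0.072 to -0.0089 when a cell line library was left out. With an estimated correlation each of these voom calls was lost (adjusted p = 0.742 to 0.820). In BMI1 the log2 fold change turned to -0.014 with voom over the same genes, -0.013 over genes with at least 30 fragments and -0.013 without unnamed entries, and in CD47 to 0.018 with TMM scaling. For the 35 other named genes, 255 of 276 alternative values from the fits over all 3 libraries kept their direction and side of the threshold, 17 were now past it and 4 reversed. Of the 70 values with a cell line library left out, 3 turned sign, all without replicate 1: SOX2 (-0.30), BMI1 (-0.086) and ANGPTL4 (0.13). For 6 other lists, over the same fits and the other set tests, 42 of 60 values kept direction and side, 13 were now past the threshold and 5, all of the proliferation list, were no longer past it. Of the 12 list medians with a library left out, that of the hypoxia list turned sign (0.10 without replicate 1). The cause of these changes was not tested.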

Differences from the paper's values

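The paper reports 23 upregulated genes, and at its stated thresholds limma on FPKM gave 69. It reports 23 downregulated genes against 114 here. The paper's text names R but no package. The 5 alternatives set for these counts before the data were examined and run all gave more than 1.5 times either count. The pseudocount of 0.1 gave 97 and 194, no filter 220 and 115, a mean FPKM of at least 0.1 251 and 157, TMM scaling 75 and 105, and the mean-variance trend with robust prior 67 and 107. The closest was voom over the same genes, chosen after seeing the values, with 58 and 66. By another rule, without a test, the count of genes at least 2-fold apart from both cell line libraries, set before the data were examined, was 25 higher and 33 lower, within 1.5 times of the paper's counts, with 24 and 19 for cell line replicate 1 in place of the sphere library and 34 and 25 for replicate 2.
The largest -log10 p in the volcano plot is about 25 in Fig. 1(d), read by eye, against 5.02 in limma. Voom gave 6.42 over the same genes and 10.9 over genes with at least 30 fragments. Voom without unnamed entries, chosen after seeing the values, gave 19.2, within 1.5 times of the paper's value, and it kept YTHDC1, the called gene that the paper names.
The running-sum score was about 0.79 for TNF signaling in Fig. 1(e) and about 0.89 for epithelial-mesenchymal transition in Fig. 1(f), read by eye, against -0.433 and -0.647 here with genes ranked by the difference of mean FPKM, a score chosen after seeing the values. The lists used here are not the Hallmark sets, so the scores are not of the same genes. Random lists gave -0.584 to 0.907 and -0.594 to 0.913, and 80.8% of those for the first list were positive.
The paper states that both pathways are enriched in SCC9 spheres, and the medians of the lists here were -0.027 and -0.042. With TMM scaling the TNF/NF-kB median was 0.013, but the median of all genes was then 0.041. Without cell line replicate 1 it was 0.013 against 0.0051 for all genes. The median of the other list stayed negative in all alternatives run, the nearest to 0 being -0.0025 with TMM scaling. The paper describes YTHDC1 as the most upregulated gene, and here it had rank 3 by log2 fold change among all 13128 genes and rank 1 among the protein-coding ones in limma. By p it had rank 12 among all genes in limma, 8 with a mean-variance trend and robust prior, 11 with TMM scaling, 38 with a pseudocount of 0.1, 60 with a mean FPKM of at least 0.1, 470 without a filter and 1 in each voom fit. By log2 fold change it had rank 10 with a pseudocount of 0.1, and rank 4, 8 and 2 in the voom fits over the same genes, over genes with at least 30 fragments and without unnamed entries, with rank 2 among the protein-coding genes in the last 2 of these.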

Other observations

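The lists below were fixed before the data were examined.
Of 36 tested proliferation genes, 6 were higher and 20 lower in the library labelled SCC9 sphere than in both libraries labelled SCC9 cell line, with a median log2 fold change of -0.068, and this was the only one of 18 lists past an adjusted p under 0.05 with camera (adjusted p = 0.0196), a call lost with an estimated correlation (adjusted p = 0.875) and with fry (adjusted p = 0.197). The median was -0.067 without cell line replicate 1 and -0.045 without replicate 2, and -0.025 (10 higher and 14 lower than in both, camera adjusted p = 0.0426) with TMM scaling, which moved the median of all genes from 0.0023 to 0.041. No member passed an adjusted p under 0.05, as limma called 0 of all 13128 genes. E2F1, a transcription factor of the cell cycle, had a log2 fold change of -0.36 and TTK, a mitotic kinase, -0.30. The camera call was also lost with a pseudocount of 0.1 (adjusted p = 0.0651), without a filter (0.0706) and with a mean FPKM of at least 0.1 (0.109). With voom over the same genes, chosen after the data were examined, 3 were higher and 25 lower than in both. The median was then -0.092 against -0.018 for all genes. There the list passed camera (adjusted p = 1.31e-04), and did not with an estimated correlation (adjusted p = 0.742).
Squamous differentiation genes had a median of 0.085 (21 tested, 13 higher and 4 lower than in both, camera adjusted p = 0.0782, and 0.875 with an estimated correlation), 0.12 without cell line replicate 1 and 0.048 without replicate 2. S100A7, an antimicrobial protein of the epidermis, had a log2 fold change of 0.40, KRT13, a keratin of mucosal epithelium, 0.25, KRT5, a keratin of basal cells, 0.21, and CNFN, a protein of the cornified envelope, -0.25. Cholesterol synthesis genes had a median of 0.062 (25 tested, 13 higher and 2 lower than in both, camera adjusted p = 0.0782, and 0.875 with an estimated correlation), which was 0.11 without cell line replicate 1 and 0.020 without replicate 2. Hypoxia and glycolysis genes had a median of -0.10 (30 tested, camera adjusted p = 0.0782, and 0.875 with an estimated correlation), but this was 0.10 without cell line replicate 1 and -0.32 without replicate 2. The m6A writers, erasers and readers had a median of 0.032 (22 tested, camera adjusted p = 0.247, and 0.875 with an estimated correlation), with 1 member, YTHDC1, higher when adjusted over the list alone. Without cell line replicate 1 this median was 0.0071. With TMM scaling the medians were 0.13 for squamous differentiation (13 higher and 3 lower than in both), 0.10 for cholesterol synthesis (17 and 1), -0.064 for hypoxia and glycolysis (2 and 5, camera adjusted p = 0.0426, and 0.838 with an estimated correlation) and 0.071 for m6A (15 and 3). With voom over the same genes, chosen after the data were examined, the squamous, cholesterol and hypoxia lists passed camera (adjusted p = 0.0143, 0.0143 and 0.00661), and did not with an estimated correlation (adjusted p = 0.742, 0.772 and 0.794).
Of the pluripotency and pathway genes the paper names, NANOG, WNT2 and TNF were listed at 0 in all 3 libraries, and POU5F1 had 1 fragment, in cell line replicate 2. TNF and POU5F1 lie in a part of chromosome 6 for which the file also holds entries on alternate scaffolds. Fragments assigned there would not be counted for these genes, so such values do not show absence. The paper reports protein of NANOG and OCT4 (the product of POU5F1) in SCC9 cells, a different measure.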
